A study of Mus musculus with 12 samples. Its data were reported in "Lkb1 suppresses amino acid-driven gluconeogenesis in the liver" (2020).

How the data were processed

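The livers of 12 mice were profiled 5 days after birth, with 4 groups of 3 arrays (LKB1 WT, LKB1 KO, RbpJk WT and RbpJk KO). Groups were taken from the labels, which give genotype and presence of Cre. Each array carries a code of its own in the labels, no code links a knockout to a control, and no array date or litter is given, so arrays were not paired and no batch could be tested. Replicates were numbered in the order of their entries.

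Per the labels, total RNA was extracted with Trizol and turned into biotinylated cDNA by the Affymetrix whole-transcript sense-target protocol. The study's methods name Mouse Gene 2.0 ST arrays, Expression Console for image analysis and BRB-ArrayTools for statistics, without saying which of its arrays this covers, and the submitters' processing notes name Partek, without a version. The values deposited by the authors are log2 expression, 1 per probe set, as their range from 1.19 to 13.0 shows. Background correction, summarisation, normalization and the definition of the probe sets are not given in the sources used here. The array medians, from 4.84 to 5.01, are close but unequal, so a normalization between arrays is probable but not stated, and the values give no detection call. Compression of dim probe sets by background lowers fold changes, which bears on Rbpj.

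Of 25206 probe sets, 23185 have 1 gene symbol in the platform annotation, 0 have several and 2021 have none. All 23185 matched the RefSeq table of mouse genes (assembly GRCm38.p6) by Entrez number, with 0 symbols changed, and each gene has 1 probe set. No genome build is named for the arrays, so no coordinates are given. No values were filtered or transformed.

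Comparisons were made with limma 3.58.1 in R 4.3.3. A group-means model over all 12 arrays (8 residual and 5.88 prior degrees of freedom) was fitted with lmFit, contrasts.fit and eBayes with an intensity trend, and Benjamini-Hochberg adjusted p under 0.05 counted as a call. Every adjusted p of a gene comes from this limma model. The contrasts were each knockout against its own controls, the difference of the 2 effects, and LKB1 WT against RbpJk WT. Correlations of the knockout effects across genes were set against all 100 pairs of splits of the arrays within the arms, and the targeted genes and Agxt were also tested by exact permutation.

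Before the data were examined, 28 gene lists (367 of 397 genes measured) and a list of sex-linked genes were fixed from textbook knowledge, except for amino acid catabolic enzymes the study named from adult liver proteins of other mice. Genes named in more than 1 list count in each. The lists were tested with limma's camera with a preset inter-gene correlation of 0.01, again with an estimated correlation, and with fry, each adjusted over the 28 lists. camera asks whether a list shifts relative to other genes, and fry whether its genes move, on balance, one way. In the knockout comparisons a list's count is given over all genes and, where it differs, adjusted over the list alone.

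Genes were named by a rule fixed before the data were examined: the targeted genes and Agxt; the 10 greatest rises and 10 greatest falls of each knockout among called genes whose 3 KO arrays lay beyond the 3 WT arrays, leaving out unnamed gene models, microRNAs, small nucleolar RNAs and olfactory or vomeronasal receptors; for each list up to 4 called members with the smallest p, or 2 members as values where 0 were called; 5 genes each way for the difference; and up to 6 genes called in both knockouts for each pair of directions.

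The fit was tested on simulated arrays with the real spread of 23185 genes, 50 genes being changed by each of 4 sizes. For the LKB1 comparison 10%, 74%, 90% and 98% of genes changed by 0.5, 1, 1.5 and 2 on the log2 scale were recovered, with 7 calls among unchanged genes, and for the RbpJk comparison 20%, 66%, 92% and 98%, with 5 such calls. Alternatives were the 6 arrays of an experiment alone, other variance models, array weights, a filter on dim genes, quantile normalization, median centring, all probe sets, the methods' t-test, and leaving out each array. After the data were seen, Xist class as a covariate and a fit to arrays of 1 Xist class in each experiment were added, the class being set at a log2 level of 8.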

Results

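Liver transcriptomes were measured in 12 mice killed 5 days after birth, each on its own array. In 1 arm of the design, the kinase gene Lkb1 (official symbol Stk11) was deleted in the liver, and 3 Cre-positive knockout livers (LKB1 KO) were set against 3 Cre-negative livers (LKB1 WT). In the other arm the targeted gene was RbpJk (official symbol Rbpj), the DNA-binding partner through which Notch receptors act on their target genes, and 3 Cre-positive livers (RbpJk KO) were set against 3 Cre-negative livers of their own (RbpJk WT). Total RNA was converted to biotin-labelled cDNA for Affymetrix whole-transcript arrays, which read the abundance of a transcript as the brightness of a set of probes. Each array gave 25206 values on a log2 scale, with medians from 4.84 to 5.01, and no pair of arrays held identical values. Of these probe sets, 23185 name a gene. With 3 arrays per group the number of arrays limits the precision, and the p-values of genes measure the spread between these samples. The adjusted p of a list comes from camera, which sets the list against other genes. With its preset correlation, as many as 12 lists passed in other splits of the arrays of either arm. All values below are log2 expression, changes are knockout minus control with their SE, and n is 3 arrays per group unless arrays are said to be left out.

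The targeted genes were examined first. Stk11 lay at 7.55 ± 0.03 (mean ± SD) in LKB1 WT livers and at 6.75 ± 0.33 in LKB1 KO livers, a fall of 1.74-fold (log2 change -0.80 ± 0.15, adjusted p = 0.0224). All 3 LKB1 KO arrays, at most 7.03, lay below all 3 controls, at least 7.53. The exact permutation test of 3 against 3 gave p = 0.1, the smallest value it can give. The limma call was lost without LKB1 WT 1 (adjusted p = 0.088), LKB1 WT 2 (0.0819), LKB1 WT 3 (0.086), LKB1 KO 2 (0.0583) or LKB1 KO 3 (0.0825), while all changes stayed negative. In the RbpJk arm the Stk11 change was 0.11 ± 0.15 (adjusted p = 0.791). Rbpj was dim, at 5.07 ± 0.24 in RbpJk WT and 4.34 ± 0.36 in RbpJk KO livers, and its change of -0.73 ± 0.19 missed the threshold (adjusted p = 0.0724, exact permutation p = 0.1). The 3 RbpJk KO arrays, at most 4.61, lay below their 3 controls, at least 4.84, and Rbpj stood at 4.76 ± 0.19 in LKB1 WT livers, where nothing was done to it. A probe outside the deleted part would not register the deletion, and the place of these probes was not examined here.

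**Figure D1:**
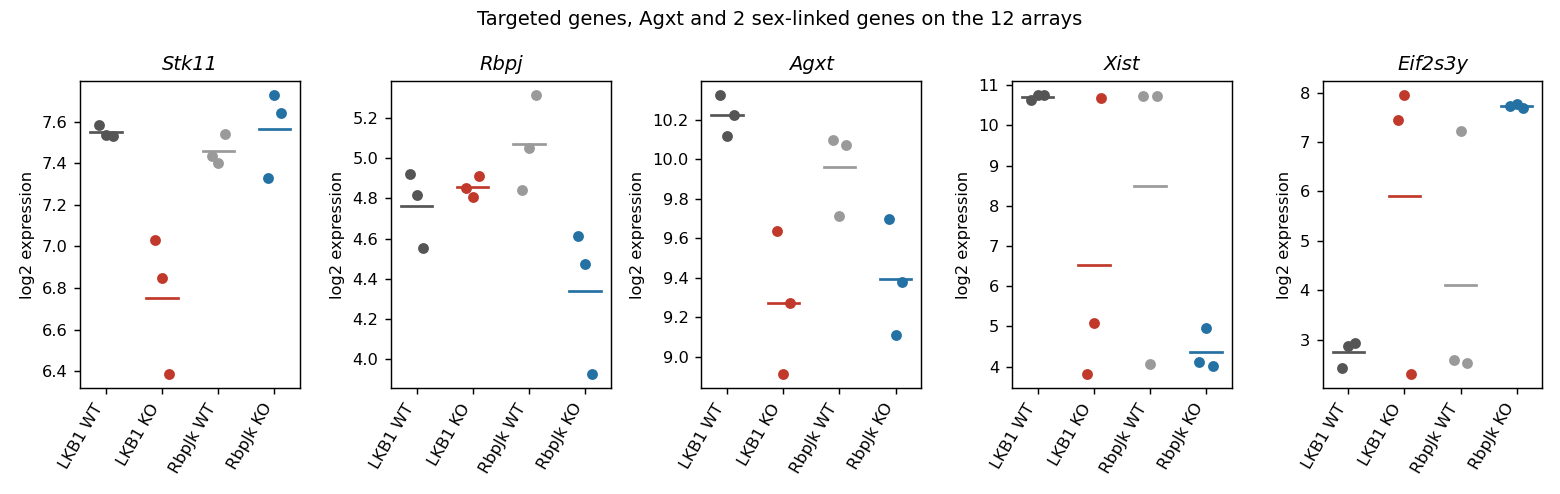
Log2 expression (y axis) of Stk11, Rbpj, Agxt, Xist and Eif2s3y on each of the 12 arrays, with the 4 groups along the x axis, a point per array and a line at each group's mean. Stk11 is lower on all 3 LKB1 KO arrays, and Xist and Eif2s3y fall into a high and a low class that cut across the groups.

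The labels give every mouse as male, and the sex-linked genes did not follow them. Xist, the RNA that silences an X chromosome in females, lay between 10.63 and 10.75 on 6 arrays and between 3.81 and 5.09 on the other 6. The Y-linked gene Eif2s3y was at most 2.94 on the former and at least 7.23 on the latter. High Xist was found on 3 of 3 LKB1 WT, 1 of 3 LKB1 KO, 2 of 3 RbpJk WT and 0 of 3 RbpJk KO arrays, so that in both arms more controls than knockouts had the female pattern. Each comparison was therefore also fitted with Xist class as a covariate, a step chosen after these values were seen. A further array stood apart: RbpJk WT 1 had the pancreatic digestive enzyme gene Ctrb1 at 10.44, whereas the highest of the other 11 arrays, RbpJk KO 2, was at 6.75.

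The comparison of LKB1 KO with LKB1 WT livers asked which genes depend on Lkb1 in the newborn liver. Of 23185 genes, 97 rose and 126 fell in LKB1 KO livers, against 123 and 112 after median centring. The greatest rises were those of Cyp2c55, a cytochrome P450, at 9.79-fold (log2 change 3.29 ± 0.25, adjusted p = 1.13e-05), of the secreted protease inhibitor gene Slpi at 8.92-fold (3.16 ± 0.15, adjusted p = 1.11e-07) and of Tff3, a trefoil peptide of mucus-secreting epithelia, at 8.56-fold (3.10 ± 0.37, adjusted p = 0.000699). The greatest fall was that of Mug1, a plasma protease inhibitor of the mouse, by 26.4-fold (-4.72 ± 0.27, adjusted p = 6.95e-07). Ces3a, a carboxylesterase, was 7.33-fold lower (-2.87 ± 0.39) and B3galt1, a galactosyltransferase, 7.28-fold lower (-2.86 ± 0.19). Log2 changes of the other genes chosen by the size of their rise were 2.50 for Ttyh1, 2.25 for Gstm3, 2.12 for Ubd, 2.10 for Scd1, 1.97 for Serpina6, 1.94 for Glod5 and 1.74 for Tnfrsf12a. Among the falls they were -2.76 for Cyp1a2, -2.72 for Cyp2c54, -2.62 for Cyp2c69, -2.42 for Mug-ps1 and -2.39 for Cyp2c50. Hamp2, a relative of the hepcidin gene Hamp, changed by -2.19 and Acnat2 by -2.16. Mug-ps1 is a pseudogene of the Mug family whose call was lost in 10 of 24 alternatives, and probes of close relatives such as the Cyp2c genes can share signal. The 3 KO arrays lay beyond the 3 WT arrays in 16.4% of all genes, where chance gives 10%, and in all 223 called genes, which a small p favours. With Xist class as a covariate 132 genes passed, 119 of them among the 223, and all 223 kept their sign. The count was 132 without LKB1 WT 1, 118 without LKB1 WT 2, 118 without LKB1 WT 3, 124 without LKB1 KO 2 and 106 without LKB1 KO 3.

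**Figure D2:**
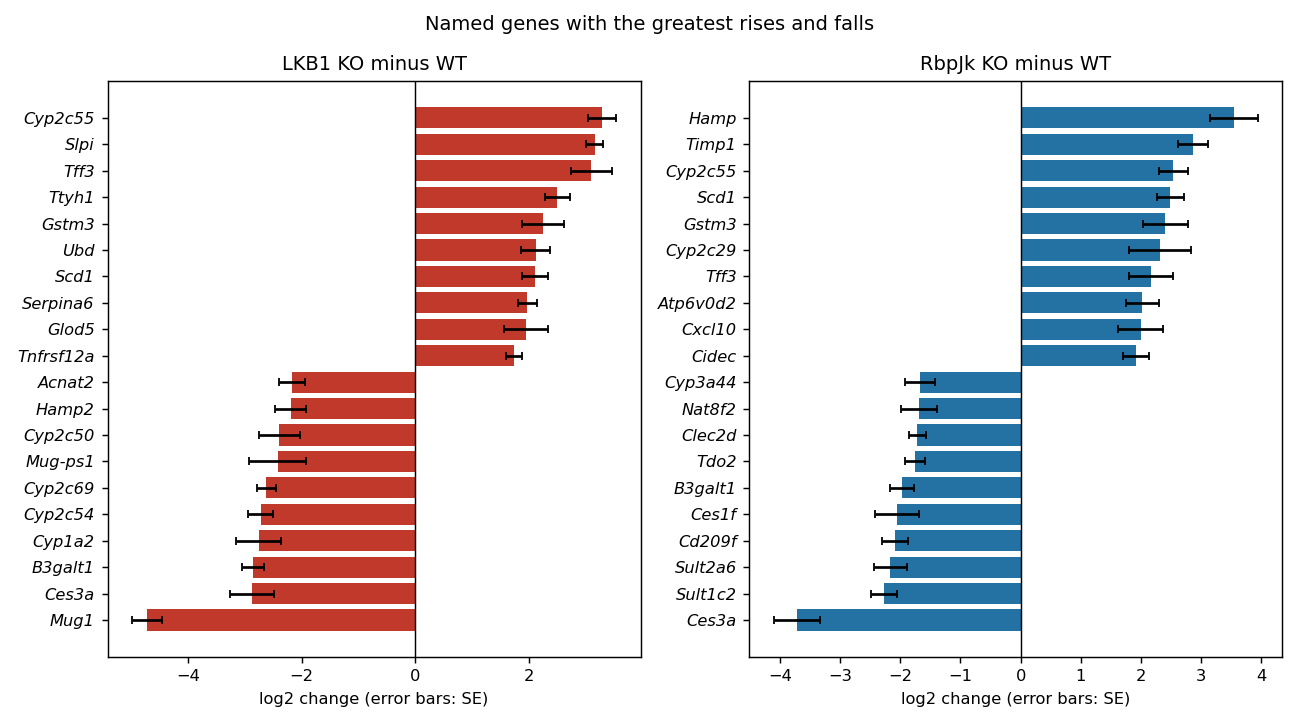
Log2 change (x axis) of the 10 greatest rises and the 10 greatest falls in each knockout, picked among named genes past the threshold whose 3 KO arrays all lay beyond the 3 WT arrays, with whiskers for the SE. Mug1 fell by 4.72 in LKB1 KO livers, and Hamp rose by 3.55 in RbpJk KO livers.

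Agxt, the alanine-glyoxylate aminotransferase that the study followed, fell in LKB1 KO livers. It lay at 10.22 ± 0.10 in LKB1 WT and 9.27 ± 0.36 in LKB1 KO livers, 1.93-fold lower (log2 change -0.95 ± 0.18, adjusted p = 0.0193, lower on 3 of 3 arrays). This direction is opposite to the induction that the study describes for Lkb1-deleted adult and embryonic liver. For embryonic deletion the study cites the earlier work that described this series, and its supplement names Lkb1 knockout and control animals as the comparison, the contrast made here. The supplementary table listed under that name is itself headed as adult, so the values behind the statement on embryonic liver were not found. The call did not survive Xist class as a covariate (log2 change -0.82, adjusted p = 0.169). It was also lost without LKB1 WT 1 (adjusted p = 0.088), LKB1 WT 2 (0.0525), LKB1 WT 3 (0.0765), LKB1 KO 2 (0.0913) or LKB1 KO 3 (0.0825). In RbpJk KO livers Agxt changed by -0.57 ± 0.18 (adjusted p = 0.14).

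Amino acid genes were uneven in LKB1 KO livers. Of 17 aminotransferase genes, 1 rose and 2 fell (1 and 3 adjusted over the list alone), and the list as a whole did not pass (adjusted p = 0.46). Gpt2, which turns alanine into pyruvate in mitochondria, rose 2.51-fold (1.33 ± 0.27, adjusted p = 0.0323), whereas Kyat1 was 2-fold lower (-0.998 ± 0.12, adjusted p = 0.000699). The list's median and its test differed in sign. Of 12 amino acid transporters, 2 rose: the mitochondrial glutamate carrier Slc25a22 (0.85 ± 0.12) and the arginine transporter Slc7a2 (0.81 ± 0.16). That list passed with the preset correlation (adjusted p = 0.0189) and not with an estimated correlation (adjusted p = 0.231), and 5 members rose and 2 fell adjusted over the list alone. Of the 11 amino acid catabolic enzymes that the study named from its adult proteome, 0 passed by limma over all genes, and 1 was lower adjusted over the list alone. The log2 changes furthest from 0 were -0.47 for Cth and -0.37 for Ahcy, with adjusted p = 0.558 for the list. Nags, which makes the activator of the urea cycle, rose (0.51 ± 0.10) as the 1 of 8 urea cycle genes past the threshold, and 2 rose adjusted over the list alone. The urea cycle list did not pass (adjusted p = 0.0546), and its median and test differed in sign.

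Genes of fatty acid synthesis made up most of a list of glycolysis and lipogenesis that was higher in LKB1 KO livers. Of 15, 4 rose and 0 fell (8 and 0 adjusted over the list alone), with a median log2 change of 0.40 (adjusted p = 2.75e-12, and adjusted p = 0.0416 with an estimated correlation). They were the fatty acid desaturase Scd1 (4.29-fold), the elongase Elovl6 (2.33-fold), Pnpla3 (1.76-fold) and the pyruvate kinase Pklr (1.63-fold). The call of Pklr was lost in 12 of 25 alternatives, that of Pnpla3 in 9 and that of Elovl6 in 4. Of 15 cholesterol synthesis genes 2 rose, Dhcr7 (0.85 ± 0.11) and Nsdhl (0.67 ± 0.13), and 4 adjusted over the list alone. Their list passed with the preset correlation (adjusted p = 1e-05) but not with an estimated correlation (adjusted p = 0.166). Among 19 genes of fatty acid oxidation and Ppara targets, 3 rose and 1 fell (5 and 2 adjusted over the list alone). Acot1 (1.05), Acot2 (0.97) and Ehhadh (0.54) rose and Cyp4a31 (-1.04) fell. For that list the adjusted p was 0.00762, and adjusted p = 0.297 with an estimated correlation. Targets of CREB and its CRTC coactivators, which kinases downstream of Lkb1 restrain, shifted upwards by a median of 0.31 although 0 of 13 passed by limma over all genes and 2 rose adjusted over the list alone (adjusted p = 2.96e-06, and adjusted p = 0.0416 with an estimated correlation). Nr4a1 changed by 0.80 and Per1 by 0.70, with neither past the threshold. Of 12 targets of the oxidative stress factor Nrf2, 1 rose, Gstm3 at 4.74-fold, and 4 adjusted over the list alone (adjusted p = 6.47e-05, and adjusted p = 0.0416 with an estimated correlation).

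Cytochromes of the mature hepatocyte fell in LKB1 KO livers. Of 18, 6 fell and 0 rose (8 and 1 adjusted over the list alone), with a median log2 change of -0.41 (adjusted p = 3.58e-09, and adjusted p = 0.0246 with an estimated correlation). Cyp1a2 was 6.75-fold lower (-2.76 ± 0.39), Cyp2c54 6.59-fold lower (-2.72 ± 0.22), Cyp2c50 5.24-fold lower (-2.39 ± 0.36) and Cyp2e1 1.75-fold lower (-0.81 ± 0.08). Of 20 genes of bile acid synthesis and transport, the uptake transporter Slco1b2 fell (-1.19 ± 0.13, adjusted p = 0.000257), and 2 rose and 4 fell adjusted over the list alone (adjusted p of the list 0.219). Gpc3 (-1.10 ± 0.14) and Cyp3a16 (-1.30 ± 0.21), which are high in fetal liver, fell as 2 of 13 fetal liver genes (3 adjusted over the list alone, adjusted p of the list 0.067).

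Endothelial and Kupffer cell markers were lower as lists in LKB1 KO livers, without a gene past the threshold over all genes. Of 13 endothelial markers 0 passed by limma over all genes and 9 were lower adjusted over the list alone, with a median of -0.32 (adjusted p = 3.58e-09, and adjusted p = 0.0548 with an estimated correlation). Of 11 Kupffer cell and macrophage markers 0 passed by limma over all genes and 6 were lower adjusted over the list alone, with a median of -0.39 (adjusted p = 1.27e-07, and adjusted p = 0.0416 with an estimated correlation). Changes were -0.54 for Fcgr2b and -0.44 for Tek among the former, and -0.53 for Clec4f and -0.47 for C1qb among the latter. Neutrophil (median -0.26) and B cell markers (-0.32) were lower and proliferation genes higher (0.22) with the preset correlation only, their adjusted p being 0.481, 0.297 and 0.211 with an estimated correlation. Among 14 stellate cell and fibroblast markers Timp1 rose (1.60 ± 0.24) and Reln fell (-0.55 ± 0.11), and the list did not pass (adjusted p = 0.615). Bicc1 (0.73 ± 0.11) was the 1 of 17 cholangiocyte markers that rose, with adjusted p = 0.0546 for the list. Hpx was the 1 of 14 acute phase genes to rise (0.36), and Hamp2 the 1 of 12 iron and heme genes to fall. Adjusted over the list alone, 1 acute phase gene rose and 4 fell, 2 iron and heme and 2 gluconeogenesis genes fell, 1 glycogen gene rose, 3 proliferation genes rose, and 1 stellate gene rose and 2 fell. The acute phase (adjusted p = 0.219), iron and heme (0.251), gluconeogenesis and Foxo1 (0.219), glycogen (0.585), Notch (0.46), stress response (0.701), erythroid (0.112), megakaryocyte (0.228) and pancreatic acinar (0.558) lists did not pass. The median differed in sign from the mean and the test for the stress response and for iron and heme.

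**Figure D3:**
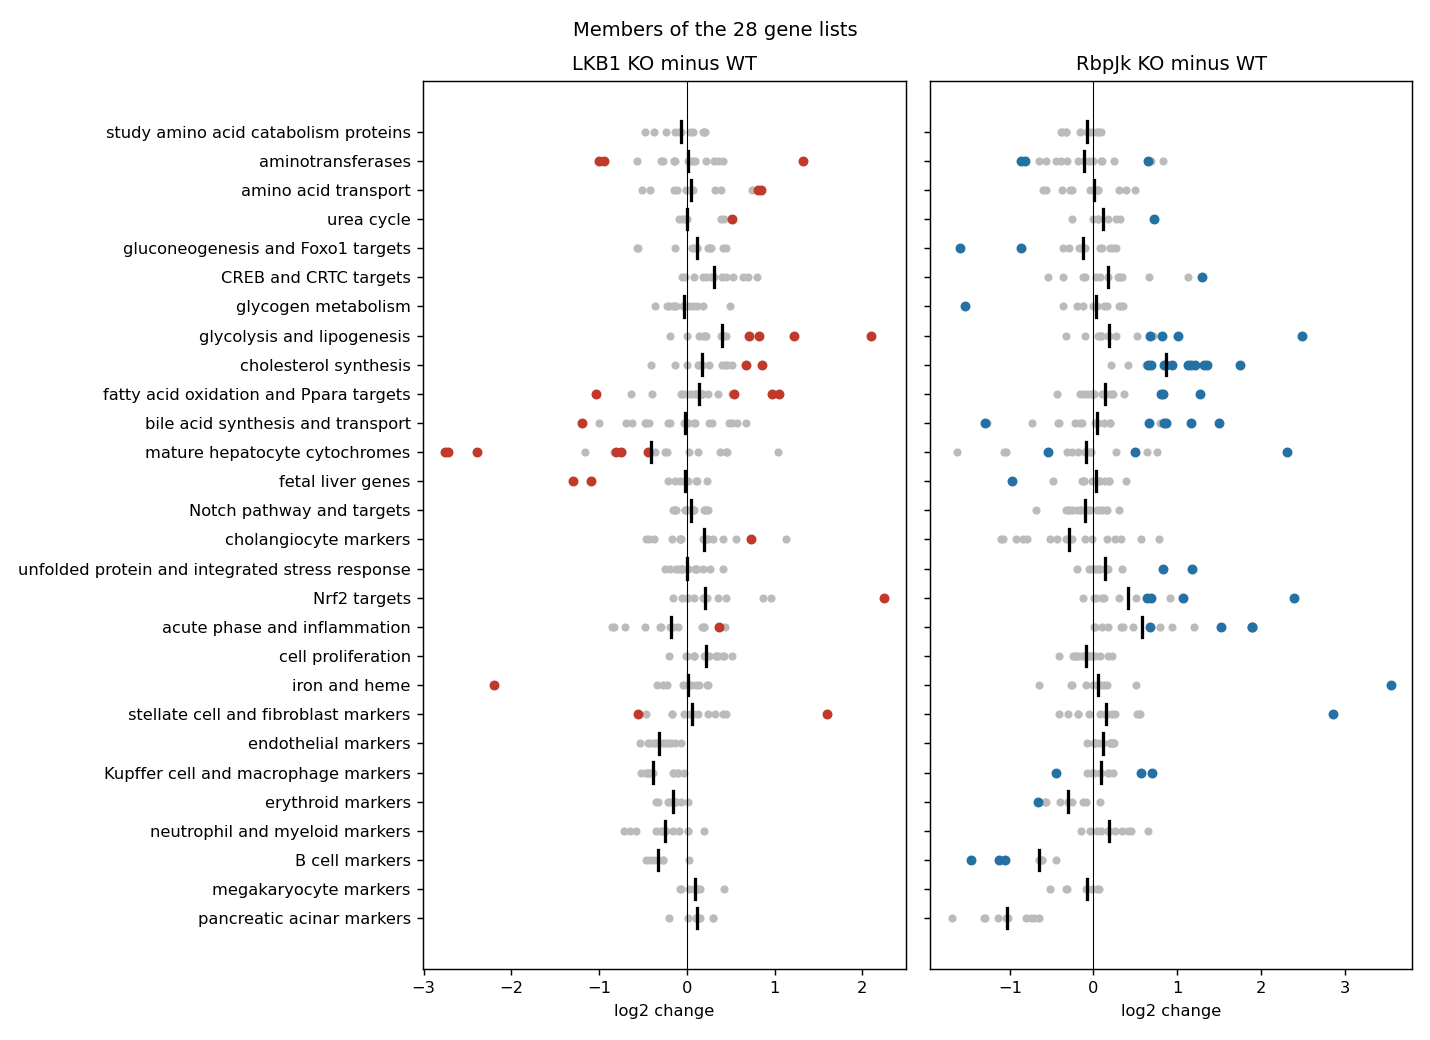
Log2 change (x axis) of each member of the 28 gene lists (y axis) in LKB1 KO and RbpJk KO livers, with a black line at each list's median, colour for genes past the threshold over all genes and grey for the others. Of 15 cholesterol synthesis genes, 11 are past it in RbpJk KO livers and 2 in LKB1 KO livers.

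The comparison of RbpJk KO with RbpJk WT livers asked the same of RbpJk, and 259 genes rose and 131 fell. Hamp, which encodes the iron hormone hepcidin, rose 11.7-fold (log2 change 3.55 ± 0.40, adjusted p = 0.000345), from 5.98 ± 1.14 to 9.53 ± 0.42, and stood at 11.79 ± 0.14 in LKB1 WT livers. Timp1, an inhibitor of matrix-degrading proteases, rose 7.27-fold (2.86 ± 0.24, adjusted p = 6.59e-05) and Cyp2c55 rose 5.81-fold (2.54 ± 0.25, adjusted p = 0.000128). The greatest fall was that of the esterase gene Ces3a, at 13.1-fold (-3.71 ± 0.39, adjusted p = 0.000207), followed by the sulfotransferases Sult1c2 (-2.27 ± 0.22) and Sult2a6 (-2.17 ± 0.27). Further rises were those of Scd1 (2.49), Gstm3 (2.40), Cyp2c29 (2.31), Tff3 (2.16), Atp6v0d2 (2.02), the chemokine Cxcl10 (1.99) and the lipid droplet protein Cidec (1.92). Further falls were those of Cd209f (-2.08), Ces1f (-2.06), B3galt1 (-1.97), the tryptophan-degrading enzyme Tdo2 (-1.75), Clec2d (-1.72), Nat8f2 (-1.69) and Cyp3a44 (-1.67). The 3 KO arrays lay beyond the 3 WT arrays in 16.2% of all genes, where chance gives 10%, and in 389 of the 390 called genes, which a small p favours. With Xist class as a covariate 187 genes passed, 167 of them among the 390, all 390 keeping their sign. When the 6 arrays of this arm were fitted alone 157 passed, and after median centring 602 passed, 482 higher and 120 lower. Without RbpJk WT 2 the count was 257, and without RbpJk KO 3 it was 194. Without RbpJk WT 1, the array with pancreatic transcripts, 241 rose and 224 fell, without the excess of rises.

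Cholesterol synthesis rose in RbpJk KO livers. Of 15 genes, 11 rose and 0 fell (14 and 0 adjusted over the list alone), with a median log2 change of 0.86 (adjusted p = 8.46e-25, and adjusted p = 0.00875 with an estimated correlation). Msmo1 rose 2.57-fold (1.36 ± 0.13), Nsdhl 2.5-fold (1.32 ± 0.13), Sqle 2.19-fold (1.13 ± 0.12) and Lss 3.36-fold (1.75 ± 0.21). Acute phase and inflammatory genes rose as well, 4 of 14 and 9 adjusted over the list alone, with a median of 0.58 (adjusted p = 1.89e-10, and adjusted p = 0.00293 with an estimated correlation). These were the chemokine Ccl2 (1.89), the serum amyloids Saa1 (1.52) and Saa2 (1.89), and Socs3 (0.68), a feedback inhibitor of cytokine signalling, whose call was lost in 16 of 24 alternatives. Of 12 Nrf2 targets 4 rose and 6 adjusted over the list alone (adjusted p = 8.2e-07, and adjusted p = 0.0213 with an estimated correlation): Gstm3, Txnrd1 (0.69), Ugdh (1.07) and Gsta4 (0.64, lost in 10 of 25).

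Lipogenic genes rose in RbpJk KO livers too. Scd1 (5.61-fold), Fasn (1.77-fold), Acaca (1.59-fold) and Elovl6 (2.02-fold) were the 4 of 15 past the threshold, with 7 adjusted over the list alone. The list passed with the preset correlation (adjusted p = 1.38e-06) and not with an estimated correlation (adjusted p = 0.185). Of 20 bile acid genes 5 rose and 1 fell (6 and 4 adjusted over the list alone, adjusted p of the list 0.155). The side-chain hydroxylase Cyp27a1 (1.16 ± 0.14) and the canalicular pumps Abcb11 (0.87 ± 0.13) and Abcb4 (0.67 ± 0.13) were among those that rose, and Cyp7a1, the rate-limiting enzyme of bile acid synthesis, fell (-1.29 ± 0.26). Plin2 (0.80), Pdk4 (1.27) and Acot2 (0.83) rose among 19 genes of fatty acid oxidation, and 4 rose and 1 fell adjusted over the list alone (adjusted p = 0.0209, and adjusted p = 0.48 with an estimated correlation). Of 15 stress response genes 2 rose, Atf3 (1.18) and Herpud1 (0.83), for a list adjusted p = 0.0108 and adjusted p = 0.445 with an estimated correlation.

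Aminotransferases were uneven in RbpJk KO livers, as Kyat1 (-0.82 ± 0.12) and Etnppl (-0.86 ± 0.15) fell and Psat1 rose (0.65 ± 0.13) among 17, with 4 up and 6 down adjusted over the list alone (adjusted p of the list 0.194). Mmd2 (-1.60 ± 0.21) and Etnppl fell among 12 gluconeogenesis and Foxo1 genes. Ppp1r3c, which directs a phosphatase to glycogen, fell by 1.54 as the 1 of 14 glycogen genes past the threshold. Nags rose (0.72) as 1 of 8 urea cycle genes, and Gadd45b (1.30) as 1 of 13 CREB and CRTC targets. Cytochromes went both ways, with Cyp2c29 and Cyp2c70 (0.50) up and Cyp2b9 (-0.54) down among 18. Cyp2c29 lost its call in 15 of 25 alternatives, where its change ran from 1.36 to 2.90, and Cyp2c70 in 8. Cyp3a16 fell (-0.98) as 1 of 13 fetal liver genes. Among 12 amino acid transporters and 11 amino acid catabolic enzymes 0 passed by limma over all genes, and at an unadjusted p under 0.05 the count over all genes was 3360. Adjusted over the list alone, 2 transporters rose and 3 fell, 3 gluconeogenesis genes fell, 3 CREB and CRTC targets rose and 1 fell, 3 cytochromes rose and 4 fell, 1 glycogen gene rose and 1 fell, and 2 fetal liver genes fell. The adjusted p was 0.134 for the gluconeogenesis list, 0.618 for glycogen, 0.0644 for the urea cycle, 0.0644 for CREB and CRTC, 0.437 for cytochromes, 0.768 for fetal genes, 0.542 for transporters and 0.0757 for the study's catabolic enzymes. The median and the test differed in sign for fetal liver and transport genes, and the median and the mean for glycogen genes.

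Notch pathway genes themselves gave no call in RbpJk KO livers. Of 17, 0 passed by limma over all genes or adjusted over the list alone, with a median of -0.10 (adjusted p = 0.323). The Notch target Heyl changed by -0.69 ± 0.21 (adjusted p = 0.143) and the ligand Jag2 by -0.33 ± 0.21 (adjusted p = 0.506). Of 17 markers of cholangiocytes, the bile duct cells whose formation depends on Notch, 0 passed by limma over all genes, with a median of -0.29 (adjusted p = 0.158), Epcam at -1.11 ± 0.41 and Cftr at -1.08 ± 0.49. Without RbpJk WT 1 that median was -0.116916 (adjusted p = 0.889), with Epcam at -0.38 and Cftr at -0.23. The B cell precursor genes Igll1 (-1.46 ± 0.15), Rag1 (-1.06 ± 0.21) and Vpreb3 (-1.13 ± 0.23) fell, 3 of 7 B cell markers and 4 adjusted over the list alone (adjusted p = 4.06e-07, and adjusted p = 0.0714 with an estimated correlation). Among Kupffer cell markers Cd68 (0.57) and Cd5l (0.70) rose and Adgre1 (-0.44) fell. Adgre1 lost its call in 18 of 25 alternatives, Cd68 and Cd5l in 9 each and the erythroid gene Klf1 in 10. Vpreb3 lost its call in 9 of 24. Klf1 (-0.66) fell as 1 of 10 erythroid markers (list adjusted p = 0.0162, and adjusted p = 0.544 with an estimated correlation), and the neutrophil list gave 0.0304 and adjusted p = 0.567 with an estimated correlation. Without RbpJk WT 1 those adjusted p were 0.273 and 0.105. The pancreatic acinar list was lower by a median of -1.03 with 0 of 10 genes past the threshold by limma (adjusted p = 0.000932, and adjusted p = 0.544 with an estimated correlation), and without RbpJk WT 1 its adjusted p was 0.889. The Kupffer (0.0644), endothelial (0.055), stellate (0.0972), megakaryocyte (0.194), proliferation (0.223) and iron and heme (0.23) lists did not pass, in adjusted p. Adjusted over the list alone, 2 iron and heme genes rose and 1 fell, and 1 stellate gene rose and 1 fell. Without RbpJk WT 1 the stellate list passed (adjusted p = 0.00421), as did the urea cycle (0.0112).

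The 2 knockouts shared part of their changes. Across the 23185 genes, which are not independent replicates, the log2 changes correlated with r = 0.24 and rho = 0.12. Of the 100 pairs of splits of the arrays within the arms, 1, the real one, gave an r as large (exact permutation p = 0.01), and 8 gave a rho as large (exact permutation p = 0.08). Both knockouts raised 29 genes and lowered 42, against 1.08 and 0.712 for independent lists, and 2 genes went opposite ways. The 2 comparisons share 1 estimate of each gene's spread, which favours the same genes in both. The values for independent lists can therefore understate the overlap due to chance. Raised in both were Cyp2c55, Slpi, Scd1, Scd2 (1.08 in LKB1 KO and 1.85 in RbpJk KO livers), Gstp1 (0.68 and 0.62) and the cytokine receptor Tnfrsf12a (1.74 and 1.28). Lowered in both were Ces3a, B3galt1, Cyp2c69 (-2.62 and -1.21), Tdo2 (-1.37 and -1.75), Sult1c2 (-1.61 and -2.27) and Kyat1 (-0.998 and -0.82). Serpina6, the plasma carrier of glucocorticoids, rose by 1.97 in LKB1 KO livers and fell by 0.92 in RbpJk KO livers, and Pramel27 changed by 0.75 and -0.77.

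**Figure D4:**
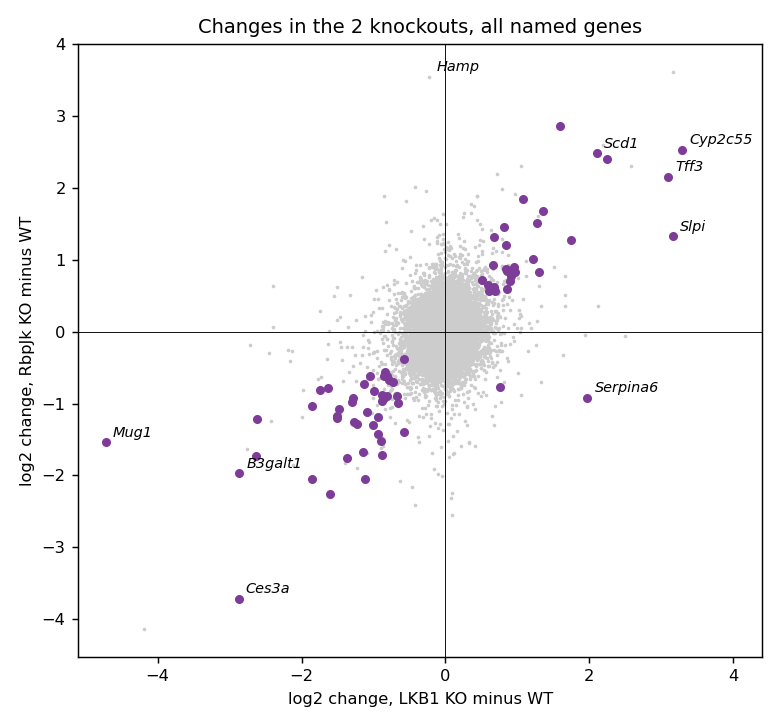
Log2 change of each of 23185 genes in LKB1 KO livers (x axis) against that in RbpJk KO livers (y axis). Purple points are the 73 genes past the threshold in both knockouts, and 71 of them changed in the same direction in both.

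The test of the difference between the knockout effects asked which changes differed between the arms. The gene deleted cannot be told apart there from mouse line, litter and array run. In all 42 genes passed, 12 with the higher change in LKB1 KO and 30 with the higher change in RbpJk KO livers. The effect was higher in LKB1 KO livers for Serpina6 (difference 2.89 ± 0.24), Ttyh1 (2.55 ± 0.31), Mmd2 (2.004 ± 0.30), Nipal2 (1.96 ± 0.28) and Slpi (1.83 ± 0.21). It was lower for Hamp (-3.78 ± 0.56), Mug1 (-3.18 ± 0.38), Cyp2c50 (-3.03 ± 0.50, lost in 10 of 22 alternatives), the serum amyloid Saa2 (-2.74 ± 0.38) and Cyp2c54 (-2.54 ± 0.31). Among the lists, cholesterol synthesis (median difference -0.63), acute phase (-0.90) and Kupffer cell genes (-0.46) passed with both the preset and the estimated correlation, their adjusted p being 0.047, 0.00376 and 0.047 with an estimated correlation. Without RbpJk KO 3 the count of genes was 15, without LKB1 WT 3 and LKB1 WT 2 it was 20 and 22, and without LKB1 KO 3 it was 26. Without RbpJk WT 1 it was 36, with 16 higher and 20 lower.

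The control livers of the arms differed as well. Between LKB1 WT and RbpJk WT livers 162 genes passed, 85 higher and 77 lower in LKB1 WT, and mouse line, litter and array run cannot be told apart in this comparison. Chosen after their values were seen, Hamp was 55.9-fold higher in LKB1 WT livers (5.80 ± 0.40) and Rpl29 17-fold lower (-4.09 ± 0.28). The balance was unstable, with 141 higher and 71 lower after median centring, and 93 higher and 179 lower (272 genes) without RbpJk WT 1. Without LKB1 WT 2 and LKB1 WT 3 the count was 70 and 73.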

Values the study reported

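In the livers of adult mice whose Lkb1 had been deleted 15 days earlier, the study counted 177 proteins that differed from controls after fasting, 63 of them more abundant and 114 less. After refeeding the count was 322, with 165 more and 156 less abundant. It named Agxt among the genes induced by Lkb1 loss in both the adult and the embryonic liver.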

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

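The tests of sex in this part were chosen only after the values were seen, as were the correlation and cell-type tests; the splits of the arrays for counts of genes and lists were planned.

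Between the 2 knockouts, 42 genes differed in their effect by limma's contrast of the effects. Of the 100 drawn splits of the arrays, 2 gave as many, the real split and 1 other. These splits stand for no effect in either arm, not for 2 equal effects, so they cannot exclude chance for a difference between the knockouts. The other split gave 541 and used the real groups with the RbpJk groups turned around. That adds the effects instead of subtracting them, so genes changed in 1 knockout or in both can pass. The highest of the rest was 32. The genes named by the rule had differences, as LKB1 effect minus RbpJk effect on the log2 scale, of 2.89 for Serpina6, 2.55 for Ttyh1, 2.004 for Mmd2, 1.96 for Nipal2, 1.83 for Slpi, -3.78 for Hamp, -3.18 for Mug1, -3.03 for Cyp2c50, -2.74 for Saa2 and -2.54 for Cyp2c54. By the preset-correlation test 15 lists differed too. Their median differences were 0.33 for amino acid transport, 0.24 for gluconeogenesis and Foxo1 targets, 0.35 for cholangiocyte markers, 0.28 for proliferation, 0.35 for B cells and 1.14 for pancreatic acinar markers, and -0.63 for cholesterol synthesis, -0.38 for bile acid genes, -0.26 for mature cytochromes, -0.0933 for the stress response, -0.90 for acute phase genes, -0.0426 for iron and heme, -0.41 for endothelial, -0.46 for Kupffer cell and -0.45 for neutrophil markers. With an estimated correlation 3 of the 15 held, those for cholesterol synthesis, acute phase and Kupffer cell genes. Without RbpJk WT 1, 10 of the 15 held, and the adjusted p became 0.499 for acinar, 0.283 for cholangiocyte, 0.122 for amino acid transport, 0.122 for gluconeogenesis and 0.0683 for iron and heme genes.

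Outside the named genes, 23 of 2021 probe sets without a gene name passed in LKB1 KO and 55 in RbpJk KO livers.

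Sex-linked genes contradicted the label of 6 arrays, and the female pattern was found on 5 of 6 control and 1 of 6 knockout arrays, so a difference in sex is a candidate explanation for calls in both arms. Over all 23185 genes Xist class as a covariate called 4, Xist, Eif2s3y, Kdm5d and Uty. With Xist class as a covariate, the log2 changes of the 223 genes called in LKB1 KO livers had a ratio to those without it whose 25th percentile was 0.951, and for the 390 genes of RbpJk KO livers it was 0.926, although a call needs little spread within a group and this favours ratios near 1. The calls fell to 132 and 187 genes as standard errors grew by a median factor of 1.24 and 1.25. As the genes were picked by that same spread, the ratios cannot decide whether sex is a source of the calls. The Xist estimate also rests on LKB1 KO and RbpJk WT alone, the groups with both classes, and RbpJk WT 1 carried pancreatic transcripts. Effects of sex stay open.

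Genes changed in both knockouts in the same direction numbered 71. With Xist class as a covariate their changes kept most of their size, the 25th percentile of the ratio being 0.948 in the arm where it was lower. These genes were picked by their calls too, so the ratio cannot decide whether sex is a source of them. For the correlation across all genes sex cannot be told apart, as r was 0.085 between arrays of 1 Xist class, with 1 LKB1 KO and 1 RbpJk WT array, against 0.061 to 0.243 for the other 8 choices of such arrays. With Xist class as a covariate r was 0.385, but both effects then share the error of the same Xist estimate, which raises r and decides nothing. For r, 0.24 against at most 0.216 in the other splits, 1 of 100 splits was as large. No smaller share can arise from 100 splits, so this argues against chance by r alone, and only for arrays without an effect in either arm. For rho, 8 of 100 were as large, so chance cannot be excluded. Cre cannot be told apart from the deletions, as 0 Cre-positive arrays without a deletion were measured, so the Cre transgene may underlie shared changes, and a shared response of the liver stays open and untested.

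Endothelial and Kupffer cell markers had a lower mean in LKB1 KO livers for 24 of 24 genes, of which 0 passed by limma over all genes, and with an estimated correlation the endothelial list missed the threshold (adjusted p = 0.0548) and the Kupffer list passed (0.0416). A larger share of hepatocytes would lower the markers of every other cell type alike. B cell, neutrophil and erythroid markers had medians of -0.32, -0.26 and -0.16, but cholangiocyte and megakaryocyte markers had medians of 0.19 and 0.095. Of these lists only the B cell and neutrophil lists passed, and only with the preset correlation. Stellate markers moved apart from the endothelial and Kupffer lists, by 0.44 ± 0.09 (SE) on the log2 scale and by 0.32 ± 0.11 without Timp1. That argues against the share of hepatocytes as the whole cause, unless stellate genes rose on their own. The endothelial and Kupffer lists were taken up because they fell, which favours such a gap. Of the stellate genes, 9 changed upward and 5 downward. With Xist class as a covariate the mean change of the 24 genes was -0.33, against -0.30 without it, so the fall did not shrink. The Xist estimate rests on LKB1 KO and RbpJk WT alone, the groups with both classes. It cannot decide on sex, which stays open here too. A lower number of these cells, or lower expression in them, may follow from the deletion and was not tested.

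In the counts of genes, 3 arrays against 3 make 10 splits, too few for a share under 0.05. The real split gave 223 genes for LKB1 KO, 390 for RbpJk KO and 162 between the controls, each as the 1 split with as many, and the highest of the other splits gave 2, 1 and 0. In the counts of lists by the preset-correlation test, the real split gave 12 for LKB1 KO and 10 for RbpJk KO livers, and the highest of the other splits gave 12 in each case, so that 2 of 10 splits gave as many.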

How the results depend on the processing

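The fits with Xist class were chosen after the data were seen and the others before. The fit to arrays of 1 Xist class leaves 1 LKB1 KO array and 1 RbpJk WT array, so its counts and calls decide nothing on their own. Of 130 calls of named genes, all 130 kept their sign under the alternatives run for them, and 85 kept the call without any single array. Calls given above without a count were not all stable. Hpx and Reln in LKB1 KO and Gadd45b in RbpJk KO livers lost theirs in 9 of 25 alternatives. Ehhadh, Nsdhl and Nags in LKB1 KO and Cyp7a1 and Acot2 in RbpJk KO livers lost theirs in 8 of 25. The kept signs say little. Other variance models, the 6-array fits and the methods' t-test use the same mean difference. In all 223 called genes of LKB1 KO and 389 of 390 of RbpJk KO livers the KO arrays lay beyond the WT arrays. Leaving out 1 array cannot turn the sign of such a gene. The 8 calls never lost were 6 between the controls and 2 of the difference, which the methods' t-test did not cover, and each knockout call was lost in that test after Benjamini-Hochberg, which called 0 genes. Counts moved more, and except where the number of arrays or genes tested accounts for it the cause was not tested. In LKB1 KO livers 223 genes became 131 without the intensity trend, 512 with array weights, 132 with Xist class as a covariate, 56 on arrays of 1 Xist class, and 2253 and 0 by the methods' t-test at an unadjusted p under 0.05 and after Benjamini-Hochberg. Leaving out single arrays gave 106 to 235. In RbpJk KO livers 390 became 259 with array weights, 602 after median centring (482 higher, 120 lower, against 259 and 131), 187 with the covariate, 170 on arrays of 1 Xist class, 157 on 6 arrays, 2071 and 0 by the methods' t-test, and 194 to 465 without single arrays. The difference of the effects gave 3 on arrays of 1 Xist class and 15 to 57 without single arrays, and the controls 70 to 272. Lists called with an estimated correlation were 5 of 12, 3 of 10 and 3 of 15 for LKB1 KO, RbpJk KO and the difference. By fry 7, 6 and 5 of the 28 lists were called, of which 6, 5 and 5 were also called with the preset correlation.

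The correlation of the effects, 0.24, was 0.34 over the brighter genes, 0.085 on arrays of 1 Xist class and 0.183 to 0.266 without single arrays. Stk11 lost its call in the methods' t-test after adjustment (-0.80) and without single LKB1 arrays (-0.93 to -0.61 over all), and Rbpj gained one at an unadjusted p (-0.73). Agxt in LKB1 KO livers lost its call without the trend (-0.95), with the covariate (-0.82), on arrays of 1 Xist class (-0.95), in the adjusted t-test (-0.95) and without single arrays (-1.13 to -0.77 over all). The acinar list turned upward without RbpJk WT 1 (adjusted p = 0.889, against 4.14e-07 at the lowest without RbpJk WT 3), and the erythroid difference turned downward on arrays of 1 Xist class (adjusted p = 0.0268). Averaging probe sets changed nothing, as each gene has 1. No paired analysis was possible because no label links a knockout to a control. The values carry no background signal, so limits of detection cannot be given.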

Other observations

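Agxt lay in the opposite direction to that quoted from the study above. Its log2 change was -0.95 in LKB1 KO livers and -0.57 in RbpJk KO livers, the former past the threshold and the latter not. Stk11 was lower on each LKB1 KO array, so an exchange of knockout and control labels would not account for it. The study ties this series to the embryonic deletion, so its statement and the value here appear to concern the same contrast, and the reason for the opposite sign was not found. Of 26 enzymes and transporters that the study named from adult liver protein, 22 were measured here, and in LKB1 KO livers 3 rose, 1 fell (Agxt) and 18 did not pass. Those that rose were Gpt2, Slc7a2 and Slc25a22, by 1.33, 0.81 and 0.85 on the log2 scale. Gpt2 and Slc7a2 each lost their call in 8 of 25 alternatives and Slc25a22 in 2. These values are RNA of newborn liver, whereas the study's list came from adult protein. In fasted adult livers its own microarray showed no rise in RNA of amino acid metabolism genes apart from Agxt. The study proposes that the proteins are controlled at translation, so the uncalled genes here do not contradict it.

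Pancreatic acinar genes were high on 1 array. The mean of 10 markers was 7.46 on RbpJk WT 1 and between 4.08 and 4.60 on the other 11, with Ctrb1 at 10.44, Cpa1 at 6.62 and Cela3b at 6.97. Without this array the count of genes in RbpJk KO livers was 465, with 241 higher and 224 lower.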
